A study of Rattus norvegicus with 8 samples.

How the data were processed

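The data are single-cell RNA counts from rat lung, collected 3 weeks after surgery. In Glenn surgery the superior vena cava is joined to the pulmonary artery, so that the lung concerned receives venous blood that has not passed through the liver. Sham surgery is the control. There were 8 libraries, 4 per group, and replicate numbers run from 1 to 4 in each group. The labels describe the samples as CD31+ cells (CD31 is an endothelial surface protein), dissociated in a gentleMACS device and made into 10x Chromium Next GEM 3' libraries. The deposited values are counts, whole numbers per gene and cell barcode, taken as counts of unique molecular identifiers (UMIs). The table held 17950 genes and 79846 cells, and 0 columns could not be mapped to a library. Its lowest values were 500 UMIs and 200 genes per cell and 3 cells per gene, so barcodes and genes below these levels were removed before deposit. The aligner, the counting tool, the genome build, the annotation, the calling of cells and the treatment of reads shared by near-identical genes are not stated. For that reason no coordinates are given, and counts of ribosomal protein genes and of gene names with a copy number, such as Slc40a1.1, are uncertain. Symbols are those of the count table. Pecam1, which encodes CD31, is not among them.

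Cells with at least 500 detected genes and at most 20% mitochondrial UMIs were kept. Doublets were scored with Scrublet as run by scanpy. The highest-scoring cells of each library, up to 0.8% per 1000 cells of the library, were marked as doublets (5429 cells). Marked cells took part in the clustering and naming below and were then left out of sums and shares, which left 67677 cells. Counts were scaled to 10000 per cell and log transformed. The 3000 most variable genes gave 40 principal components, a graph of 15 neighbours and Leiden clusters at resolution 1.0 (49 clusters). Each cluster was first assigned the class whose markers had the highest mean fold over all other clusters. The name was given when at least 3 of the class's markers were each detected in 10% of its cells and raised at least 2-fold. This fold was taken over the mean of the clusters assigned another class, with 10 added to both levels (levels are in CPM, UMIs scaled to a common library total). The suffix "like" marks that a name rests on markers alone. A cluster received no name where its class did not meet this, or where the mean fold of a second class's markers exceeded 4. Nor was it named where another class had more markers among its 10 leading genes (largest fold, detected in 25% of its cells). Shallow clusters without a marker among these genes, and a cluster led by Avil or Rgs13, were also left unnamed. No name was given to 7 clusters. Cells without a class name numbered 4481, counting those of the endothelial subclusters taken out below. Cells of the endothelial class were clustered again with 2000 features and 30 components. For this, 3435 genes that responded to the surgery in an initial fit were left out of the features. Of the 21 endothelial subclusters, 9 were led by markers of another class (1084 cells) and were taken out of the class, and 3 received no subtype name. The endothelial class held 13286 cells.

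For each class, UMIs were summed per library over its cells. Libraries with at least 20 cells of the class entered, and at least 3 per group were required. Genes were kept by filterByExpr, and Glenn was tested against sham with the 2-sided quasi-likelihood F test of edgeR with TMM factors. "Called" means a Benjamini-Hochberg adjusted p under 0.05 over the genes of that comparison. A library, not a cell, was the replicate throughout. Log2 fold changes are Glenn over sham, and the standard error (SE) is the absolute log2 fold change divided by the square root of F. The difference in response between aerocyte-like and general capillary-like cells was tested as an interaction in 1 edgeR model with a coefficient for each library. Shares of cells were compared with exact 2-sided permutation tests over the 70 assignments of 4 against 4 libraries, for which the smallest possible p is 0.0286, and p was adjusted over the 13 classes or the 5 endothelial subtypes. Cycling cells were counted after every endothelial cell had been thinned to 1000 UMIs, as cells with at least 2 UMIs over a proliferation list. Cells under 1000 UMIs were left out of that count. The 8 gene lists (BMP9 and ALK1 pathway, tip cell and angiogenesis, hypoxia, shear response, endothelial activation, interferon response, proliferation, dissociation stress) were tested with camera at a preset inter-gene correlation of 0.01 and a prior count of 2, with fry beside it.

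The comparisons, tests, markers, gene lists, thresholds and most alternatives were fixed before the data were examined. The exclusion by Avil and Rgs13 was made for a cluster seen in these data. The genes named in each comparison followed a rule that was also fixed beforehand. Among genes with an adjusted p under 0.05, a mean CPM of at least 10 in the higher group, and every Glenn library on 1 side of every sham library, the 5 largest rises and the 5 largest falls were named, or fewer where fewer passed. Where none passed, the 3 genes with the smallest p were named as not passing. Members of the gene lists could be named besides. A few genes that met the rule are not reported here. For a gene with 0 UMIs in a group, the fold was computed against a floor of 3 counts over the group and is a lower bound. With 1 to 3 UMIs, the ratio of UMIs scaled to the group totals is given with its exact 95% interval, which covers counting error only. The same holds where a library is left out. Fitted folds of such genes depend on a prior count and are not given, except where a value is named as fitted.

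The alternatives fixed in advance were DESeq2, limma-voom, relative log expression factors, library sizes without TMM, every gene with at least 1 UMI, a stricter filter on cells (1000 genes, 10% mitochondrial UMIs), all deposited barcodes, doublets kept, equal cells per library, equal total UMIs per library, the replicate number as a block, Leiden resolutions of 0.5 (34 clusters) and 2.0 (65 clusters), 1 or 3 UMIs for a cycling cell, edgeR on cell counts, and leaving out each library in turn. Further alternatives were chosen after seeing the data: the cells of mixed endothelial subclusters kept, and the library set as a term of the model. Random draws used seed 0. Software was Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

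The tests were tested on simulated data, with 200 genes changed among libraries of the observed depth. In the endothelial sums, 90% of the 200 were recovered among 10594 genes, with 13 false calls. The corresponding share was 88% in the sums of all cells, 57.5% in mesothelial-like cells and 67.5% for the interaction (8 false calls among 7816 genes). In T cell-like cells there were 24 false calls among 197. In the simulation for lists, only the changed list passed the threshold. Genes were simulated independently, so that this outcome does not show how camera behaves where genes correlate. Every pair of the 8 libraries, within and between groups, was checked for duplicates with a chi-square statistic of the counts over genes, and none was found (the smallest value per degree of freedom was 4.43).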

Results

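Single-cell RNA counts were collected from 4 rat lungs after Glenn surgery and 4 after sham surgery, all at 3 weeks. The labels set a comparison of lung CD31+ cells between the operations, made here for gene expression and for the cell mix of libraries. Total UMIs in sham replicates 1 to 4 were 53401378, 55329381, 40643609 and 45489091. In Glenn replicates 1 to 4 they were 45713344, 51356691, 42536109 and 42360579. The totals did not differ between the groups (exact permutation p = 0.429), nor did the median UMIs per cell, which averaged 2940 in sham and 3014 in Glenn libraries (exact permutation p = 0.857). Used cells numbered 9033, 9829, 7543 and 9445 in the sham libraries and 7106, 9300, 7540 and 7881 in the Glenn libraries. The median mitochondrial share of UMIs was 6.50% in sham and 5.22% in Glenn libraries (exact permutation p = 0.0571). Although the labels name CD31+ cells, clusters with the markers of 13 classes were large enough to compare, and endothelial cells made up 16.2% to 24.7% of a library's cells. The endothelial cells held between 3140098 and 6647912 UMIs per library, without a difference between groups (exact permutation p = 0.457).

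The first comparison, which does not depend on cell classes, took the sum of all cells of each library. Of 14628 genes tested, 1249 were called, 709 higher and 540 lower in Glenn lungs. The count was lowest without sham replicate 2, at 556, and highest with DESeq2, at 2137. Of 767 genes that met the naming rule, 389 rose and 378 fell. The largest rise was that of Igfbp3, by 2.84 on the log2 scale (SE 0.48, adjusted p 0.00898), from 32.3 ± 12.6 to 230 ± 166 CPM (mean ± SD, n = 4 per group, as in the values below). Without Glenn replicate 1 the rise of Igfbp3 was 2.19. Has3 rose by 2.61, Inmt by 2.55, Esm1 by 2.28 and Cdh13 by 2.12. The largest falls were those of Glp1r (-4.44), Kcnk2 (-4.05), Serpina1 (-4.05), Dlk1 (-3.20) and Amigo2 (-2.79). The largest adjusted p of these 10 genes was 0.00898.

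Endothelial cells, the population named by the labels, were the primary comparison. Of 10594 genes, 3392 were called, 1729 higher and 1663 lower in Glenn lungs. The alternative that moved this count most was the omission of sham replicate 2, with 2613 genes called, and the alternatives that kept all libraries gave 3008 to 3466. The naming rule was met by 2554 genes, of which 1282 rose and 1272 fell. Igfbp3 rose by 7.64 (SE 0.69, adjusted p 1.67e-05), from 8.27 ± 4.4 to 1551 ± 1420 CPM, and by 6.78 without Glenn replicate 1. Cacng3 rose by 5.55 (SE 0.36), Enpp3 by 5.47 (SE 0.39) and Slc1a1 by 4.70 (SE 0.39). AABR07047174.3 had 2 UMIs in the sham sums and 259 in the Glenn sums, a ratio of 152 (95% counting interval 41.7 to 1263). Among the falls, Serpina1 changed by -5.71 (SE 0.29), from 201 ± 44.8 to 3.79 ± 2.34 CPM. Slc6a4 changed by -4.76 (SE 0.17), from 83.4 ± 7.64 to 2.90 ± 1.12 CPM, and Kcnk2 by -4.26 (SE 0.15), from 69.96 ± 9.82 to 3.61 ± 0.30 CPM. Serpina11 changed by -5.23 (SE 0.37), and without Glenn replicate 2, where 3 Glenn UMIs were left, the ratio was 74.2 (25.2 to 361). Ntrk2 had 715 UMIs in the sham sums and 3 in the Glenn sums, a ratio of 203 (69.1 to 986). With a library left out the Ntrk2 ratio ran from 130 (without Glenn replicate 2) to 492 (without Glenn replicate 4). The largest adjusted p among these genes was 1.67e-05.

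**Figure D1:**
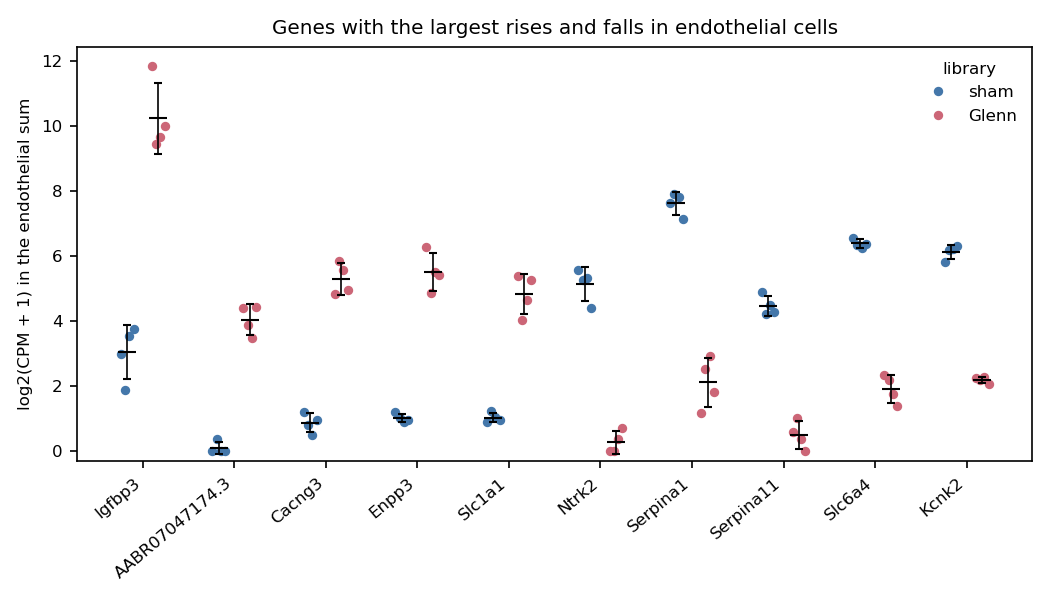
Expression of the 10 genes named in the endothelial comparison, as log2 of CPM plus 1 per library, with points for single libraries, by group. For every gene the 4 Glenn libraries lie on 1 side of the 4 sham libraries.

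The 8 gene lists asked which known programmes moved in endothelial cells, and 3 passed the threshold with camera. Of the 14 genes of the BMP9 and ALK1 list (BMP9 is a ligand in blood that acts on the receptor ALK1, encoded by Acvrl1), 13 were tested. The list was lower in Glenn lungs (adjusted p 2.27e-07, median log2 fold change -1.59, mean -1.52), with 11 genes called lower and 1 called higher, and 12 genes adjusted over the list alone. Id1 fell by 2.70, from 950 ± 107 to 146 ± 35.0 CPM, Smad6 by 3.30, Smad7 by 2.54, Tmem100 by 2.24, Eng by 1.80 and Acvrl1 by 1.57. Hes1 rose by 0.62. The tip cell and angiogenesis list (20 genes, 20 tested) was higher (adjusted p 6.70e-05, median 1.38, mean 1.43), with 15 genes called higher and 3 lower, and 18 genes adjusted over the list alone. Adm rose by 4.21, Angpt2 by 3.44, Cxcr4 by 2.80 and Esm1 by 2.49, whereas Vegfa fell by 3.59 (SE 0.13), from 548 ± 70 to 45.3 ± 6.87 CPM. Pgf rose by 2.70, and by 3.59 without sham replicate 4. Unc5b, with an adjusted p of 0.0438 and a rise of 0.61 (0.35 without Glenn replicate 1), was not called in 6 of the 8 omissions of a library, those of every sham replicate and of Glenn replicates 1 and 4 (adjusted p 0.0659 to 0.106). The proliferation list (16 genes, 12 tested) was higher (adjusted p 0.000716, median 1.18, mean 1.24), with 8 genes called, all higher, and 10 adjusted over the list alone. In this list Top2a rose by 1.83, Nusap1 by 1.51 and Ube2c by 1.71, and none of these 3 was called without Glenn replicate 2 (1.07, 0.89 and 1.17) or without sham replicate 2 (1.58, 1.24 and 1.51). Top2a was not called without sham replicate 4 either (adjusted p 0.0532), nor Nusap1 without sham replicates 1 or 4 or Glenn replicate 4 (adjusted p 0.0747 to 0.107). All 3 calls held under fry (adjusted p 0.00032, 0.000769 and 0.0314). None held with the inter-gene correlation estimated, where the adjusted p was 0.245 for the first 2 lists and 0.602 for proliferation.

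The other 5 lists did not pass the threshold with camera. Hypoxia (18 genes, 16 tested) had an adjusted p of 0.557, a median of -0.20, a mean of 0.05 and the test direction down. There were 4 genes called higher and 3 lower, and 7 adjusted over the list alone. Shear response (11 genes, 10 tested) had an adjusted p of 0.333, a median of -0.72 and a mean of -0.23, with 4 genes called higher and 5 lower, and 9 adjusted over the list alone. Both lists passed under fry, each with an adjusted p of 0.00469. Endothelial activation (11 genes, 10 tested) had an adjusted p of 0.642, a median of -0.06, a mean of 0.22 and the test direction down, with 2 genes called higher and 3 lower, and 8 adjusted over the list alone. Interferon response (12 genes, 11 tested) was lower (adjusted p 0.0798, median -0.35, mean -0.36), with 6 genes called, all lower, and 9 adjusted over the list alone. It passed without sham replicate 1 (adjusted p 0.0136). Dissociation stress (16 genes, 14 tested) had an adjusted p of 0.705, a median of 0.14 and a mean of 0.07, with 2 genes called higher and 1 lower, and 3 adjusted over the list alone. Its test direction, up, turned down without sham replicate 1 (adjusted p 0.797) and without Glenn replicate 1 (0.988). Vegfa and Adm belong to both the tip cell and the hypoxia list.

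**Figure D2:**
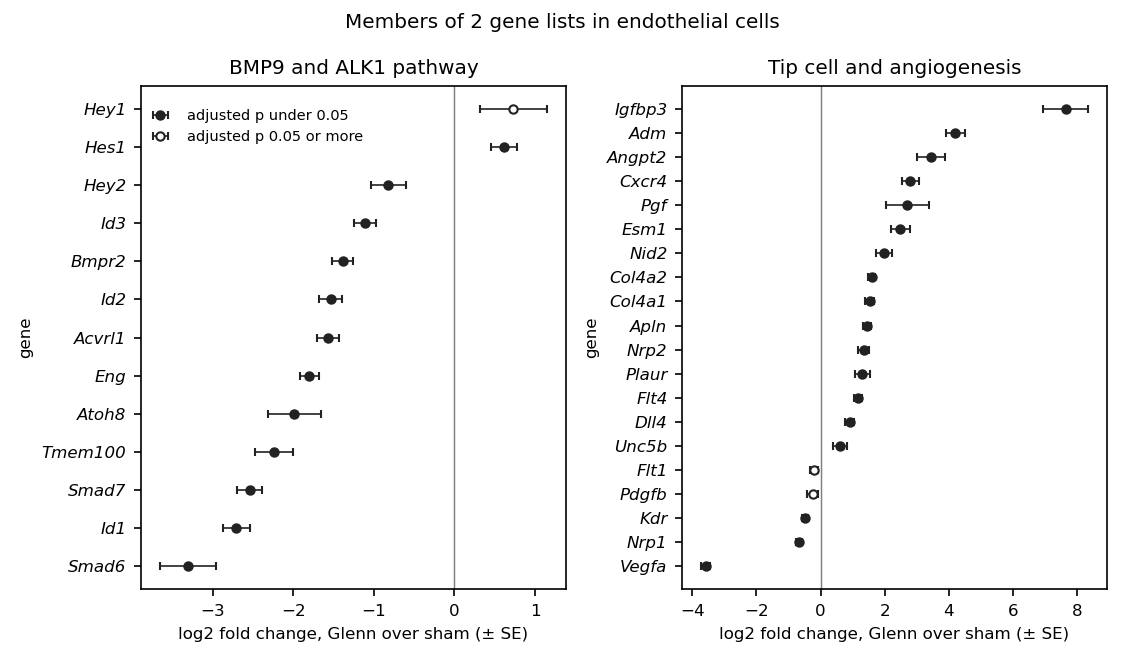
Log2 fold change, Glenn over sham, with its SE, of the members of the BMP9 and ALK1 list and of the tip cell and angiogenesis list in the endothelial sums. Filled points mark an adjusted p under 0.05, which holds for 12 and 18 genes, with 11 below 0 in the first list and 15 above 0 in the second.

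Lung capillaries hold general capillary cells and aerocytes (large capillary cells of the gas exchange surface), and each was compared separately. In general capillary-like cells 2583 of 9367 genes were called, 1340 higher and 1243 lower, and 2071 met the naming rule. Cacng3 rose by 6.02 (SE 0.23) and Tfpi2 by 5.96 (SE 0.48). With 2 sham UMIs left without sham replicate 1, the Tfpi2 ratio was 104 (28.4 to 868). With 3 left, it was 68.05 without sham replicate 3 and 75.75 without sham replicate 4. Col19a1 had 0 UMIs in the sham sums and 87 in the Glenn sums, at least 45.5-fold higher. Ephb1 had 1 UMI in the sham sums and a ratio of 163 (28.7 to 6512), and AABR07047174.3 had 2 and a ratio of 73.8 (19.9 to 618). Serpina1 fell by 5.39 (SE 0.26) and Slc6a4 by 4.81 (SE 0.22). Rorb fell by 4.86 (SE 0.68; -4.09 without Glenn replicate 2, and a ratio of 117 (20.9 to 4655) without Glenn replicate 3, where 1 Glenn UMI was left). Ntrk2 and Serpina11 each had 3 UMIs in the Glenn sums, with ratios of 130 (44.4 to 634) and 73.2 (24.9 to 357). With a library left out the Ntrk2 ratio ran from 73.3 (without Glenn replicate 2) to 313 (without Glenn replicate 4). In aerocyte-like cells 701 of 5775 genes were called, 388 higher and 313 lower, and 606 met the rule. Equal numbers of cells per library gave 407 and equal UMIs 425. Adm rose by 5.68 (SE 0.37), from 9.47 ± 4.35 to 564 ± 292 CPM, Gja1 by 4.98 (5.71 without sham replicate 4) and Clic2 by 4.23. Igfbp3 had 1 UMI in the sham sums and 327 in the Glenn sums, a ratio of 853 (152 to 33810), and Thy1 had 3 and 54, a ratio of 47.0 (15.2 to 235). With a library left out the Thy1 ratio ran from 27.9 (without sham replicate 2) to 110 (without sham replicate 1). Slc6a4 fell by 4.39 and Amigo2 by 3.57. Serpina1, Glp1r and Rtn4rl1 had 1, 3 and 2 UMIs in the Glenn sums, with ratios of 104 (18.6 to 4132), 42.8 (14.5 to 209) and 24.5 (6.65 to 205). With a library left out the ratio ran from 33.8 to 95.4 for Glp1r and from 18.2 to 40.8 for Rtn4rl1. The Serpina1 ratio was 66.3 without Glenn replicate 2, and at least 25.8 without Glenn replicate 3, where 0 Glenn UMIs were left. The largest adjusted p was 7.95e-05 among the genes named in general capillary-like cells and 3.38e-05 among those in aerocyte-like cells.

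In arterial-like cells 577 of 4693 genes were called, 311 higher and 266 lower, and 482 met the naming rule. Col18a1 rose by 5.24 (SE 0.40). Igfbp5 rose by 4.07 (4.81 without sham replicate 4), Ptn by 3.75 (a ratio of 29.9, 8.02 to 252, with the 2 sham UMIs left without sham replicate 1) and Igfbp3 by 3.65 (4.34 without sham replicate 3, 2.77 without Glenn replicate 1). Enpp3 had 3 UMIs in the sham sums and a ratio of 39.3 (13.1 to 194). Vegfa fell by 3.99, Glp1r by 3.73, Slc29a1 by 3.42 and Amigo2 by 3.33. Serpina1 had 2 UMIs in the Glenn sums, a ratio of 34.2 (9.13 to 287). In venous-like cells 607 of 5068 genes were called, 351 higher and 256 lower, and 545 met the rule. Tfpi2 rose by 5.36, Gja1 by 4.18 (a ratio of 48.6, 13.1 to 408, with the 2 sham UMIs left without sham replicate 4), Grifin by 3.93 and Adm by 3.33. Igfbp3 had 3 UMIs in the sham sums and a ratio of 174 (59.1 to 846). Serpina1 fell by 4.46 (at least 19.9-fold lower without Glenn replicate 2, with 0 Glenn UMIs left), Vegfa fell by 3.66 and Slc29a1 fell by 2.99. Slc6a4 and Wnt5b had 2 and 3 UMIs in the Glenn sums, with ratios of 27.7 (7.39 to 233) and 20 (6.6 to 99.1). The largest adjusted p among the named genes was 0.00037 in arterial-like and 7.14e-05 in venous-like cells.

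In lymphatic-like cells 50 of 3911 genes were called, 22 higher and 28 lower, and 41 met the rule. The count ran from 27 without sham replicate 2 to 63 without sham replicate 1, and was 191 when every gene with at least 1 UMI was tested. Apoe rose by 3.28 (2.51 without Glenn replicate 1), Insr by 2.87 (2.66, not called, without sham replicate 2, and a ratio of 14.7, 3.95 to 124, with the 2 sham UMIs left without sham replicate 3), Ptprn by 2.55 and AABR07049085.1 by 2.06. Htra1 rose by 2.84 with an adjusted p of 0.0405. It was not called without any 1 of the sham libraries (adjusted p 0.0724 to 0.138), and its rise was 1.94 without Glenn replicate 1. Rtp3 fell by 3.30, RGD1564664 by 2.03, Runx1t1 by 1.98 and Gpx3 by 1.69. Mx2 fell by 1.61 (adjusted p 0.0405) and was not called in 6 of the 8 omissions (adjusted p 0.0622 to 0.151, the latter without sham replicate 3).

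Whether aerocyte-like and general capillary-like cells respond differently was tested as an interaction. Of 8731 genes, 408 were called, 251 with a larger and 157 with a smaller log2 fold change in aerocyte-like cells. The alternative that moved the count most was DESeq2, with 249 genes, of which 248 were shared. Leaving out libraries gave 299 to 353. Of 5762 genes tested in both subtypes, 536 were called in both, 528 of them with the same sign, whereas 161 were called in aerocyte-like cells alone and 1306 in general capillary-like cells alone. Of 386 interaction genes fitted in both subtypes, 136 had opposite signs in the subtypes. The rule was met by 322 genes. Relative to general capillary-like cells the change in aerocyte-like cells was higher by 2.54 for Pdlim3 (SE 0.31), 2.25 for Anxa3 (SE 0.14) and 2.15 for Scn3b (SE 0.15). Anxa3 changed by -0.56 in aerocyte-like and by -2.79 in general capillary-like cells, and Scn3b by 0.97 and -1.19. Igfbp3 was called with a larger change in aerocyte-like cells (adjusted p 0.00479), where the ratio was 853 (152 to 33810) with 1 sham UMI, against 45.7 (34.5 to 61.6) in general capillary-like cells. It was not called without sham replicate 1 (adjusted p 0.0748). Without sham replicate 3, which held that UMI, the aerocyte-like level was at least 218-fold higher in Glenn libraries and the gene was called (adjusted p 0.00774). For AC120076.1 the difference was 2.21 (adjusted p 0.0493), not called in 6 of the 7 omissions in which it was tested (adjusted p up to 0.222, without Glenn replicate 2). The difference was -2.50 for Sema7a, -2.44 for Neb, -2.29 for Inhbb and -2.24 for Spry1, which rose by 1.09 in aerocyte-like and 3.29 in general capillary-like cells. Neb had a sham over Glenn ratio of 9.32 (4.82 to 20.7) in aerocyte-like cells, and of 17.8 (6.01 to 87.0) with the 3 Glenn UMIs left without Glenn replicate 2. Trim47 was called with a smaller change in aerocyte-like cells (adjusted p 0.0474), where 2 Glenn UMIs gave a sham over Glenn ratio of 7.28 (1.88 to 62.3), against 1.02 (0.738 to 1.42) in general capillary-like cells. It was also not called in 6 of 7 omissions (adjusted p up to 0.232, without Glenn replicate 2).

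Among endothelial cells, 3 of 5 subtype shares differed between the groups, each with an exact permutation p of 0.0286, the smallest this design allows, and an adjusted p of 0.0476. General capillary-like cells made up 63.0 ± 1.25% in sham and 47.1 ± 11.1% in Glenn libraries, aerocyte-like cells 13.1 ± 1.36% and 7.70 ± 1.79%, and lymphatic-like cells 3.66 ± 1.28% and 8.33 ± 1.85%. All 16 pairs of a sham and a Glenn library showed these directions. With the stricter filter on cells, 0 of the 5 shares passed the exact permutation test, and 1 had an unadjusted p under 0.05. With edgeR on cell counts, under the first filter, aerocyte-like and lymphatic-like shares passed and the general capillary-like share did not (adjusted p 0.0567). Leaving out a library gave 0 to 3 shares past the threshold, and the directions of these 3 did not change. The arterial-like share was 7.49 ± 1.56% and 5.51 ± 0.80% (adjusted p 0.0714). With all deposited barcodes it passed (adjusted p 0.0476) and the lymphatic-like share did not (adjusted p 0.0714), and at a Leiden resolution of 2.0 it passed too (adjusted p 0.0357). The venous-like share was 6.53 ± 0.91% and 5.83 ± 1.23% (adjusted p 0.4). Endothelial cells without a subtype name rose from 5.68 ± 0.92% to 24.1 ± 12.2% (exact permutation p = 0.0286), a difference of 18.4 percentage points, or 12.5 without Glenn replicate 1. Subtype shares are of all endothelial cells, so a rise in unnamed cells by itself lowers the sum of the named shares. The changes in general capillary-like and aerocyte-like shares (-15.9 and -5.44 points) may therefore reflect cells left without a name. A loss of these cells is not shown, and shares among named cells alone were not tested. Most of the unnamed cells belonged to subcluster 4 (809 cells), led by Igfbp3, Col18a1 and Chst1, and subcluster 6 (964 cells). Subcluster 4 held 0.397 ± 0.336% and 13.6 ± 10.4% of endothelial cells, a difference of 13.2 points, or 8.28 without Glenn replicate 1, in which its share was 28.5%. Within general capillary-like cells, 2 subclusters, singled out after their values were seen, had a smaller share in every Glenn than in every sham library. Subcluster 9 (1825 cells), led by Serpina1, Acer2 and Glp1r, fell from 22.5 ± 6.71% to 3.66 ± 1.43% of endothelial cells, a difference of -18.9 points (exact permutation p = 0.0286), which ran from -20.3 to -15.5 points when a library was left out. Subcluster 5 (847 cells), led by Glp1r, fell from 8.54 ± 2.25% to 3.51 ± 1.70% (exact permutation p = 0.0286, and 0.0571 without any 1 of the Glenn libraries).

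**Figure D3:**
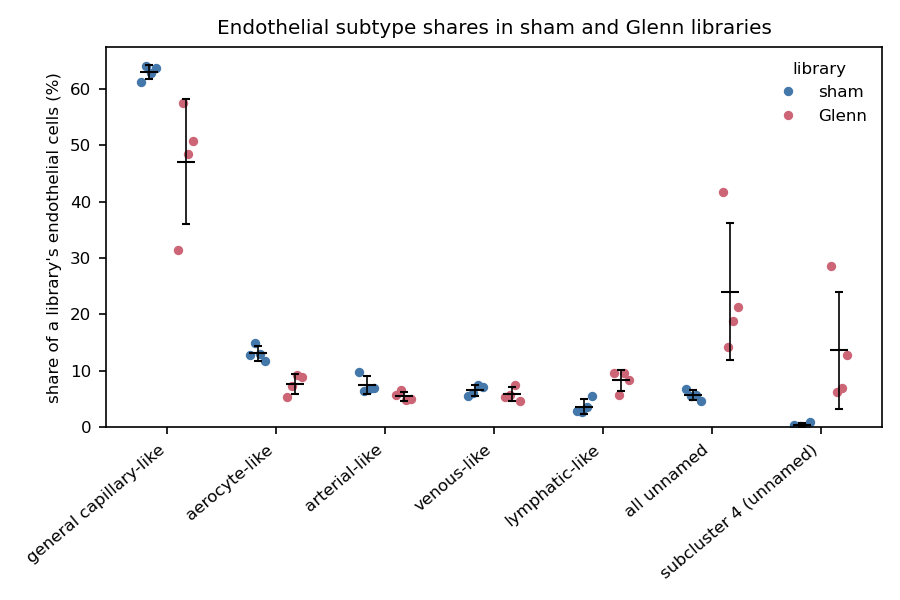
Share of a library's endothelial cells, in percent, in each subtype, in all unnamed endothelial cells and in subcluster 4, with 1 point per library and bars for mean ± SD by group. The Glenn means lie below the sham means for general capillary-like (47.1 against 63.0%) and aerocyte-like cells, and above them for lymphatic-like and unnamed cells.

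The share of endothelial cells with proliferation transcripts, after thinning, was 0.511 ± 0.275% in sham and 1.5 ± 0.954% in Glenn libraries, a difference of 0.993 points that did not pass the exact permutation test (p = 0.0571). Without Glenn replicate 2, where 2.82% of cells were counted, the difference was 0.552 points. Without Glenn replicate 1 it was 1.29 points, with doublets kept 1.12 and with unthinned counts 2.16, each with an exact permutation p of 0.0286. At a Leiden resolution of 2.0 it was 0.320 points, from 0.203% to 0.523% (exact permutation p = 0.0571), and with at least 3 UMIs for a cycling cell it was 0.698 points (exact permutation p = 0.114). In alveolar type 1-like cells, taken as background, the share was 0.377% in sham and 0.354% in Glenn libraries, at median depths of 2844 and 3493 UMIs against 1945.5 and 2164 in endothelial cells. This background rests on 1 of 265 sham cells and 2 of 565 Glenn cells, with exact Clopper-Pearson 95% intervals of 0.00955 to 2.08% and 0.0429 to 1.27% that cover counting error only. Whether the sham endothelial share exceeds it was not detectable at this depth.

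The labels name CD31+ cells, so class shares describe the cells captured in a library and need not be those of the lung. None of the 13 class shares passed the exact permutation test after adjustment (0 of 13). At an unadjusted p under 0.05 there were 5, each with an exact permutation p of 0.0286 and an adjusted p of 0.0743, and edgeR on cell counts passed 6. Fibroblast-like cells rose from 12.5 ± 3.30% to 25.2 ± 5.40% of a library's cells and alveolar type 1-like cells from 0.8 ± 0.421% to 1.85 ± 0.231%, both higher in all 16 pairs of libraries. Lower in all 16 pairs were NK cell-like (5.77 ± 0.81% to 3.54 ± 0.21%), alveolar type 2-like (4.86 ± 0.92% to 2.88 ± 0.56%) and dendritic cell-like cells (1.71 ± 0.20% to 1.07 ± 0.20%). The sixth class to pass with edgeR was monocyte or interstitial macrophage-like cells, with 10.8 ± 3.48% and 6.04 ± 1.80% (exact permutation p = 0.0571). The endothelial share was 20.2 ± 4.21% and 18.9 ± 2.75% (p = 0.743, exact permutation), and without sham replicate 2 the difference changed sign, to 0.26 points. The smooth muscle-like and mesothelial-like differences, 0.273 and -0.117 points, also changed sign when a single library was left out, to -1.21 without Glenn replicate 3 and to 0.0108 without Glenn replicate 2. For the remaining classes the exact permutation p was 0.229 to 0.314.

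**Figure D4:**
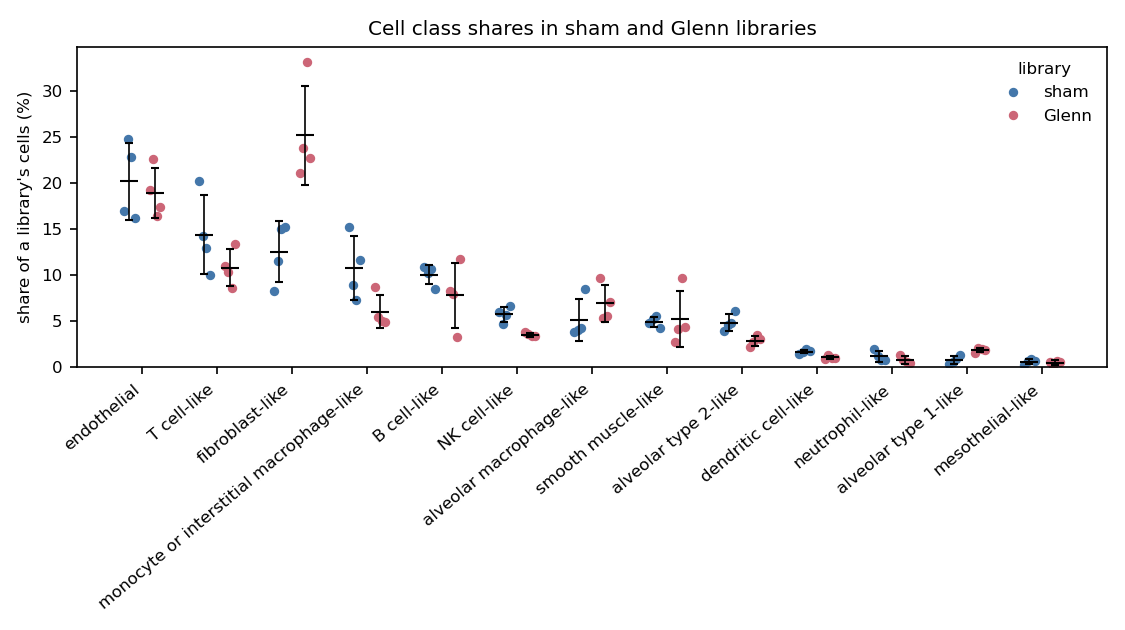
Share of a library's cells, in percent, in each of the 13 classes, with 1 point per library and bars for mean ± SD by group. The fibroblast-like share of every Glenn library (21.1 to 33.1%) lies above that of every sham library (8.3 to 15.3%).

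Outside the endothelium, the most genes were called in monocyte or interstitial macrophage-like cells, 995 of 8754, with 567 higher and 428 lower. The count was 531 without Glenn replicate 4 and 372 with the library set as a term. In the largest cluster of the class 5 genes were called. The rule was met by 818 genes. Mmp14 rose by 3.62 (SE 0.26), Slc40a1.1 by 3.09, Mmp12 by 2.84, Ccl7 by 2.54 and Hpgds by 2.41. The copy of Slc40a1 that these reads come from is uncertain. Wfdc1 fell by 2.86 (-3.69 without Glenn replicate 2), Ifit3 by 2.04 and Plpp2 by 2.00. S100a9 fell by 2.42 (-3.43 without Glenn replicate 2), and Il33 fell by 2.18. With doublets kept neither S100a9 nor Il33 was called. Wfdc1 and Il33 were at least 5 times higher in endothelial cells. In dendritic cell-like cells 12 of 7078 genes were called, 8 higher and 4 lower (1 with equal cells, 4 without sham replicate 1, 21 without Glenn replicate 4). C1qb rose by 4.10 (4.99 without sham replicate 2), C1qc by 4.01 (4.89 without sham replicate 2), Pla2g7 by 2.47 and C1qa by 1.64. The C1q genes were markers of the monocyte class. AABR07017902.1 fell by 1.51, Cd3e by 1.25, Cd3g by 1.21 and Mx1 by 1.16, of which the Cd3 genes were T cell markers. Without Glenn replicate 2, C1qb, AABR07017902.1, Cd3e, Cd3g and Mx1 were not called (adjusted p 0.186 for Mx1). Over the 8 omissions, C1qb was not called in 2, Cd3e and Cd3g in 4 each, and AABR07017902.1 and Mx1 in 6 each.

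In fibroblast-like cells 218 of 11013 genes were called, 100 higher and 118 lower, and 203 met the rule. Without sham replicate 2 the count was 10, and with DESeq2 it was 386. Tmem176a rose by 2.93 and its overlapping neighbour Tmem176b by 2.74, Mt2A by 2.27, Olr1 by 2.17 and Il1r2 by 2.02. Plvap fell by 2.32, Hsd11b2 by 1.90, Cav3 by 1.81, Ppp1r3a by 1.78 and Anxa3 by 1.71. Plvap and Anxa3 were at least 5 times and Mt2A 2.86 times higher in endothelial cells. Without sham replicate 2, 7 of these 10 genes were not called, among them Tmem176a (2.76, adjusted p 0.0592). Over the 8 omissions, Olr1 and Ppp1r3a were not called in 5 each, Mt2A in 3 and Il1r2 in 2. In smooth muscle-like cells 130 of 7632 genes were called, 46 higher and 84 lower, and 122 met the rule. Without sham replicate 2 the count was 31, and 379 genes were called when every gene with at least 1 UMI was tested. Mt2A rose by 3.09 (2.44 without Glenn replicate 3), Igfbp6 by 2.71, Cxcl14 by 2.35, Inmt by 2.32 (1.67 without Glenn replicate 4) and Mt1 by 2.24. Anxa3 fell by 2.84, Igfbp5 by 2.65, Cyp2e1 by 2.07, Aox1 by 2.01 and Phex by 1.95. Aox1 was not called in 5 of the 8 omissions (adjusted p 0.0508 to 0.0934) and fell by 1.42 without Glenn replicate 3, and Inmt was not called without sham replicates 1 or 2 (adjusted p 0.0561 and 0.0737). Anxa3 and Igfbp5 were at least 5 times higher in endothelial cells. Cxcl14 and Inmt were leading genes of cluster 8 and Igfbp6 of cluster 9, both fibroblast-like. Free RNA from fibroblast-like cells was not tested.

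In alveolar type 1-like cells 47 of 6426 genes were called, 25 higher and 22 lower, with 21 without sham replicate 1 and 121 without sham replicate 4. Igfbp3 rose by 5.07 (4.10 without Glenn replicate 1, and a ratio of 69.9, 19.3 to 578, with the 2 sham UMIs left without sham replicate 4), Clic2 by 2.80, Nsg1 by 2.48 (a ratio of 30, 8.24 to 249, with 2 sham UMIs left without sham replicate 4) and Lrrc32 by 2.33. Col18a1 had 3 UMIs in the sham sums and a ratio of 14.9 (4.97 to 73.2). Serpina1 fell by 3.32, Glp1r by 3.30, Fmo1 by 2.29 (-1.47 without sham replicate 4), Amigo2 by 2.26 and Slc29a1 by 2.07. Without sham replicate 1, Igfbp3, Nsg1, Serpina1 and Fmo1 were not called (adjusted p 0.0631, 0.0879, 0.081 and 0.0586). Nsg1 was not called in 4 of the 8 omissions, and Serpina1 in 3 of the 4 in which it was tested. Igfbp3 and Serpina1 were at least 5 times higher in endothelial cells, and the other 8 genes named were 3.58 to 4.80 times higher there. Of the 47 genes called, 43 were higher in endothelial cells by CPM. In alveolar type 2-like cells 11 of 9564 genes were called, 4 higher and 7 lower. The count was 1 without any 1 of the Glenn libraries and 94 without sham replicate 4, and 363 with doublets kept. Adm rose by 1.98, Cfi by 1.49 and Osbpl8 by 0.95. Glp1r fell by 4.79, Slc29a1 by 3.29, Dlk1 by 2.69 and Mt-nd4 by 0.68. Serpina1 had 1 UMI in the Glenn sums and a ratio of 184 (32.7 to 7288). Except for Cfi, the genes named in alveolar type 2-like cells were not called without any 1 of the Glenn libraries (adjusted p up to 0.223, for Slc29a1 without Glenn replicate 4), and of these 7 genes all but Serpina1 also lost the call without a sham library. Adm, Serpina1, Glp1r and Slc29a1 were at least 5 times higher in endothelial cells.

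Few genes were called in the remaining classes. In B cell-like cells 6 of 7969 genes were called, 2 higher and 4 lower, and the count was 2 without Glenn replicate 4, 13 without sham replicate 1 and 152 when every gene with at least 1 UMI was tested. Igfbp3 rose by 4.10 and Inmt by 2.59, and Plvap fell by 2.82, Anxa3 by 2.33, Thbd by 1.92 and Ifit3 by 1.30. Igfbp3, Plvap, Anxa3 and Thbd were at least 5 times and Ifit3 4.92 times higher in endothelial cells. Inmt was a leading gene of the fibroblast-like cluster 8, and free RNA from fibroblast-like cells was not tested. Without Glenn replicate 4, Inmt, Plvap, Thbd and Ifit3 were not called (adjusted p 0.234 for Inmt), and Inmt was not called in 6 and Ifit3 in 5 of the 8 omissions. In NK cell-like cells 1 of 7527 genes was called, Tnfrsf9, which rose by 2.20 (SE 0.27, adjusted p 0.00445). The count was 3 without sham replicate 3, and 79 when every gene with at least 1 UMI was tested. In T cell-like cells 2 of 8791 genes were called, 1 in each direction. Plvap, the only 1 to meet the rule, fell by 2.39, was at least 5 times higher in endothelial cells and was not called in 6 of the 8 omissions (adjusted p 0.0702 to 0.175). The T cell count in edgeR was 3 without Glenn replicate 3 and 0 without sham replicates 2, 3 or 4 or Glenn replicates 1 or 4, where 489 to 912 genes had an unadjusted p under 0.05. With all libraries DESeq2 called 25 and limma-voom 0. In neutrophil-like cells 7 of 1545 genes were called, 2 higher and 5 lower, and edgeR called 13 without sham replicate 1 and 0 without sham replicates 2 or 4 or Glenn replicates 1, 3 or 4, where 164 to 214 genes had an unadjusted p under 0.05. With all libraries DESeq2 called 33 and limma-voom 3. Plin2 rose by 1.10 and Ptgs2 by 0.86. Plvap fell by 4.26 (a sham over Glenn ratio of 82.2, 14.6 to 3261, with the 1 Glenn UMI left without Glenn replicate 2), and Rpl3, Rpl15, Rps15a and Rps7 fell by 1.38, 1.23, 1.22 and 1.01. Each of these 7 genes lost its call in at least 4 omissions, and Ptgs2 in all 8 (adjusted p 0.0561 to 0.117). Plvap was at least 5 times higher in endothelial cells, and the counts of ribosomal protein genes are uncertain.

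In alveolar macrophage-like cells edgeR called 0 of 9700 genes. At an unadjusted p under 0.05 there were 847, DESeq2 called 63 and limma-voom 0. The 3 genes with the smallest p, which do not pass, were Ramp2 (-1.36, adjusted p 0.0759), Eng (-2.63, adjusted p 0.0759) and Plvap (-2.96, adjusted p 0.0976), and all were at least 5 times higher in endothelial cells. Eng was called without sham replicate 4 (adjusted p 0.0364), where the count was 3, and Plvap without Glenn replicate 2 (adjusted p 0.0219). In mesothelial-like cells, with 4 sham and 3 Glenn libraries, edgeR called 0 of 6478 genes. At an unadjusted p under 0.05 there were 437, DESeq2 called 18 and limma-voom 0. The 3 genes with the smallest p, which do not pass, were Igfbp3, with 3 UMIs in the sham sums and a ratio of 313 (107 to 1521, adjusted p 0.074), Slc1a1 (2.87, adjusted p 0.074) and Ifi27l2b (1.67, adjusted p 0.228). Without sham replicate 1 all 3 were called (adjusted p 0.0117, 0.0117 and 0.0394) and the count was 56. Igfbp3 was also called without Glenn replicate 3 (adjusted p 0.000401), where the count was 2. With a library left out its ratio ran from 163 (55.1 to 798, without Glenn replicate 1) to 451 (without Glenn replicate 3). Igfbp3 and Ifi27l2b were 3.81 and 2.86 times higher in endothelial cells.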

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

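In this part the tests of the interaction against depth and against subtypes becoming more alike, and the test for a larger response in Glenn replicate 1, were planned before their results were seen. All other tests here were chosen after the result was seen: those of the Glenn replicate 1 depth, of the removal of doublets, of the number of endothelial cells, of the unnamed subclusters, of chance among the named genes and of other splits of the libraries.

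The surgery's effect differed between aerocyte-like and general capillary-like cells in 408 genes by the interaction test. The named differences, aerocyte-like minus general capillary-like, were 3.86 for Igfbp3, 2.54 for Pdlim3, 2.25 for Anxa3, 2.21 for AC120076.1, 2.15 for Scn3b, -2.81 for Trim47, -2.50 for Sema7a, -2.44 for Neb, -2.29 for Inhbb and -2.24 for Spry1. The values for Igfbp3 and Trim47 are fitted against 1 UMI in the aerocyte-like sham sums and 2 in the aerocyte-like Glenn sums, so that they depend on a prior count and are no bound. Igfbp3 was not called without sham replicate 1, and AC120076.1 and Trim47 were each not called in 6 of the 7 omissions in which they were tested. Unequal depth is argued against as the whole cause, since with both subtypes thinned to equal depth 276 genes were called. Chance is argued against, since the observed split was the only 1 of 35 with as many interaction genes (at most 11 in another). A rank of 1 in 35 is the most extreme possible and does not by itself exclude chance. In a test on genes chosen from sham replicates 1 and 2, the log2 gap between the subtypes was 1.21 on average in Glenn libraries (1.05 to 1.32) and 1.49 in sham replicates 3 and 4 (1.60 and 1.39), a change of -0.28. This is consistent with the subtypes becoming more alike after Glenn surgery. A less certain assignment of cells to subtypes in Glenn lungs could give the same change and stays open, as does an unlike response of the 2 cell types, and only 2 sham libraries entered the test.

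Unnamed endothelial cells, which no comparison of genes used as a group of their own, held subclusters with a larger share in every Glenn than in every sham library. Subcluster 4 held 13.6% of Glenn and 0.397% of sham endothelial cells, subcluster 6 held 9.97% and 5.19%, and subcluster 3 held 0.467% and 0.0969%. For subcluster 4, shallow cells or doublets are argued against, since its cells had a median of 2775 UMIs against 2006 in the others and 0.247% of them scored as doublets against 0.542%. Its share was larger by 13.2 points, by 8.28 without Glenn replicate 1, and it was led by genes that rose in endothelial cells, among them Igfbp3. A candidate explanation is a state of endothelial cells that arises after the surgery, which the surgery groups leave open as a hypothesis. Subclusters 6 and 3 had medians of 1083.5 and 1035 UMIs against 2121 and 2047 in the others, and cells this shallow did not differ in number between the groups by the test run. At or below the median of subcluster 6 lay 7.81% to 11.3% of the endothelial cells of a Glenn library, 7.40% to 9.26% in sham replicates 1 to 3 and 19.9% in sham replicate 4 (10 of 16 pairs higher in Glenn, exact permutation p = 0.943), so that the lower Glenn mean, 9.94% against 11.2%, rests on sham replicate 4. With the same mix of depths in every library (the mean over 10 bins of UMIs per cell), the differences were 5.17 points for subcluster 6, where 4.79 were measured, and 0.401 points for subcluster 3, where 0.370 were measured. Each was then higher in Glenn in 15 of 16 pairs of libraries (exact permutation p = 0.0571), so that more shallow cells in Glenn libraries are not excluded. With the stricter filter on cells, which by construction removes shallow cells, the difference was 0.859 points for subcluster 6 (exact permutation p = 0.0286) and 0.0326 points for subcluster 3 (exact permutation p = 1). For both, a change after the surgery stays open and was not tested.

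In 2 shares a library lay far from the other 3 of its group, that is, with a gap to the nearest divided by the range above Dixon's 95% critical value. Of 38 groups of shares tested, 2 did so, and chance gives about 1 in 20, or 1.9. The alveolar macrophage-like share of sham replicate 4 was 8.54% against 3.81% to 4.22% in the other sham libraries (gap over range 0.914). The monocyte or interstitial macrophage-like share of Glenn replicate 1 was 8.73% against 4.92% to 5.48% (0.853). The removal of doublets is argued against as the cause, since with doublets kept the gaps were 0.855 and 0.859. Chance stays open, and no biological explanation was tested.

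Among measures of depth and quality 2 of 18 groups showed a library apart, against 0.9 by chance. The median mitochondrial share of sham replicate 4 was 7.49% against 6.08% to 6.23% in the other sham libraries (gap over range 0.889), for which no explanation was tested. Glenn replicate 2 held 2103 endothelial cells against 1236 to 1370 in the other Glenn libraries (0.845). More cells of every kind in that library cannot be the whole cause, since endothelial cells were 22.6% of its cells, the highest share among Glenn libraries. No biological explanation was tested.

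Among the genes named in the report, 17 of 333 groups of 4 libraries had a library apart, on the scale of log2 of CPM plus 1. Chance gives about 1 in 20, or 16.7, so that the number of such groups, 17, is consistent with chance. In the sums of all cells these were Igfbp3 (gap over range 0.897) and Cdh13 (0.987), both highest in Glenn replicate 1, and Esm1 (0.916), lowest in sham replicate 3. In endothelial cells they were Nrp1 (0.949), lowest in Glenn replicate 1, Dll4 (0.885), lowest in sham replicate 3, and Nrp2 (0.832), highest in sham replicate 4. Endothelial subtypes gave Cacng3 in general capillary-like cells (0.879, lowest in Glenn replicate 4), Grifin in venous-like cells (0.840, highest in Glenn replicate 1) and Mx2 in lymphatic-like cells (0.922, highest in sham replicate 3). In epithelial classes they were Glp1r in alveolar type 1-like cells (0.8998, lowest in sham replicate 3) and, in alveolar type 2-like cells, Mt-nd4 (0.889, lowest in Glenn replicate 4) and Osbpl8 (0.902, highest in sham replicate 1, and 0.844, lowest in Glenn replicate 2). The others were C1qc in dendritic cell-like cells (0.832, highest in sham replicate 2), Mt2A in fibroblast-like cells (0.877, highest in Glenn replicate 3), and Mmp14 (0.910, lowest in sham replicate 1) and Mmp12 (0.867, highest in Glenn replicate 1) in monocyte or interstitial macrophage-like cells.

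Glenn replicate 1 was the library apart in 5 of these 17 groups, 4 times as the highest and 1 time as the lowest. Its depth is argued against for the genes of all cells, endothelial and venous-like cells, since its 38316384, 4153498 and 314148 UMIs in these sums lay between those of the other Glenn libraries. For Mmp12 depth stays open, since its 3339655 UMIs in the monocyte class were the most of the Glenn libraries. Over the genes called in endothelial cells without the library in question, the shift of Glenn replicate 1 along the direction of the other Glenn libraries was 0.948, against 0.688, 0.762 and 0.905 for replicates 2 to 4. A larger response of endothelial cells in that library may therefore explain its place there, though the margin over replicate 4 is small and has no error. In the other sums this was not tested.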

How the results depend on the processing

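All alternatives were planned except that keeping the cells of mixed endothelial subclusters and taking the library set as a term were chosen after seeing the data. They gave 4636 values for 252 results. Of these, 4053 kept their direction and their side of the threshold, or for counts stayed within a factor of 1.5, 384 no longer passed a threshold, 41 passed it newly, 149 counts moved further and 9 values changed direction. Of the 196 genes chosen by the naming rule or from the lists, 0 changed direction under any alternative run. The count of genes in endothelial cells ran from 3008 to 3466 over the alternatives with all libraries and from 2613 to 3222 when a library was left out. Counts in general capillary-like cells (2040 to 2532 without a library), arterial-like cells (433 to 604) and venous-like cells (496 to 613) also stayed within a factor of 1.5 under every alternative run. For each change listed below the cause was not tested, unless a cause is named.

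With DESeq2 the counts were 2137 in all cells, 17 in B cell-like, 11 in NK cell-like, 25 in T cell-like, 63 in alveolar macrophage-like, 127 in alveolar type 2-like, 20 in dendritic cell-like, 386 in fibroblast-like, 18 in mesothelial-like and 33 in neutrophil-like cells, and 249 for the interaction. With limma-voom they were 31 in lymphatic-like, 6 in dendritic cell-like, 3 in neutrophil-like and 0 in T cell-like cells, where 705 genes had an unadjusted p under 0.05. Library sizes without TMM gave 10 in B cell-like cells. They also moved the share of higher genes among those called by more than 10 points in B cell-like (33.3 to 50%), alveolar type 1-like (53.2 to 64.6%), alveolar type 2-like (36.4 to 60%), dendritic cell-like (66.7 to 77.8%) and venous-like cells (57.8 to 42.6%). In venous-like cells the median log2 fold change of all genes was then -0.117.

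Testing every gene with at least 1 UMI gave 191 genes in lymphatic-like, 152 in B cell-like, 79 in NK cell-like, 29 in T cell-like, 14 in alveolar macrophage-like, 218 in alveolar type 1-like, 52 in alveolar type 2-like, 117 in dendritic cell-like, 46 in mesothelial-like, 63 in neutrophil-like and 379 in smooth muscle-like cells. The stricter filter on cells gave 3 genes in B cell-like, 4 in T cell-like, 6 in alveolar type 2-like, 70 in mesothelial-like and 83 in smooth muscle-like cells, and 0 of the subtype shares past the exact permutation test. It reversed the differences in the B cell-like share (0.0602 points) and the smooth muscle-like share (-0.83 points), and gave no value for neutrophil-like cells, of which too few were left. With all deposited barcodes 0 genes were called by edgeR in neutrophil-like cells, with 176 at an unadjusted p under 0.05.

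With doublets kept the counts were 4 in NK cell-like, 7 in T cell-like, 4 in alveolar macrophage-like, 103 in alveolar type 1-like, 363 in alveolar type 2-like, 23 in dendritic cell-like, 333 in fibroblast-like, 379 in mesothelial-like and 0 in neutrophil-like cells, the last with 245 genes at an unadjusted p under 0.05. The mesothelial-like share then differed by 0.141 points, in the other direction, and the cycling share by 1.12 points (exact permutation p = 0.0286). Among cells of the cluster named mesothelial-like 43.5% had been marked as doublets. Unthinned counts gave a difference of 2.16 points in the cycling share, also at 0.0286. At a Leiden resolution of 0.5 the monocyte or interstitial macrophage-like share differed by 0.842 points in the other direction, because the class then held only the cells of cluster 3.

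Equal numbers of cells per library gave 407 genes in aerocyte-like, 29 in lymphatic-like, 2 in B cell-like, 11 in alveolar type 1-like, 19 in alveolar type 2-like, 1 in dendritic cell-like, 129 in fibroblast-like and 53 in smooth muscle-like cells. It gave 0 in T cell-like cells, with 555 at an unadjusted p under 0.05, and 0 in neutrophil-like cells, with 71. Equal total UMIs gave 425 in aerocyte-like, 22 in lymphatic-like, 1 in B cell-like, 23 in alveolar type 2-like, 13 in neutrophil-like and 69 in smooth muscle-like cells, and 0 in T cell-like cells, with 592. Both use fewer molecules than the main comparison, so that fewer calls follow in part from their construction. With the library set as a term the counts were 742 in all cells, 3 in NK cell-like, 1 in alveolar macrophage-like, 4 in alveolar type 2-like, 114 in fibroblast-like, 2 in mesothelial-like, 372 in monocyte or interstitial macrophage-like and 33 in smooth muscle-like cells, and 0 in neutrophil-like cells, with 145 at an unadjusted p under 0.05.

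For gene lists, fry passed 5 lists, adding hypoxia and shear response (adjusted p 0.00469 each). With the inter-gene correlation estimated 0 of the lists passed under camera, against 3 with the preset correlation and 5 with fry. The adjusted p was 0.245 for the BMP9 and ALK1 list and for the tip cell list, and 0.602 for proliferation. EdgeR on cell counts passed 6 class shares.

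Whether the replicate numbers pair the libraries is not stated. The column names of the count table give replicates 2, 3 and 4 a further number that is the same in both groups, without saying what it marks. Across genes, which are not independent replicates, correlations between residuals of libraries with the same number were 0.00812, 0.0289, 0.0998 and 0.0158 in endothelial cells and 0.29, 0.1, 0.406 and 0.0136 in all cells. Of the 24 ways to match the libraries, 7 had a mean correlation as high in endothelial cells and 1, the match by number itself, in all cells. The pairs did not all exceed 0.1, so the libraries were treated as unpaired. With the replicate number as a block, counts were 1949 in all cells, 17 in B cell-like, 10 in NK cell-like, 1 in T cell-like, 88 in alveolar type 1-like, 40 in alveolar type 2-like, 1 in mesothelial-like and 13 in neutrophil-like cells, and the interferon list passed (adjusted p 0.0203). The exact sign-flip permutation within blocks cannot give a p below 0.125, so that 0 subtype shares passed by construction.

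Leaving out a library gave 556 to 1320 genes in all cells, 556 to 713 in aerocyte-like, 27 to 63 in lymphatic-like, 2 to 13 in B cell-like, 1 to 3 in NK cell-like, 21 to 121 in alveolar type 1-like, 1 to 94 in alveolar type 2-like, 4 to 21 in dendritic cell-like, 10 to 181 in fibroblast-like, 531 to 1021 in monocyte or interstitial macrophage-like and 31 to 123 in smooth muscle-like cells, and 299 to 353 for the interaction. In edgeR the range was 0 to 3 in T cell-like, 0 to 3 in alveolar macrophage-like, 0 to 56 in mesothelial-like and 0 to 13 in neutrophil-like cells. Where these were 0, at least 489, 581, 330 and 164 genes had an unadjusted p under 0.05. Mesothelial-like cells without Glenn replicate 2 are the same comparison as with it, since that library had under 20 of them. The extremes were reached without sham replicate 2 in fibroblast-like (10) and smooth muscle-like cells (31), without sham replicate 1 in mesothelial-like cells (56), and without sham replicate 4 in alveolar type 1-like (121) and alveolar type 2-like cells (94). The number of lists past the threshold was 3 to 4. Adjusted p ran from 9.05e-08 to 1.98e-06 for the BMP9 and ALK1 list, 2.21e-05 to 0.000153 for the tip cell list, 2.35e-05 to 0.00643 for proliferation and 0.0136 to 0.195 (0.0136 without sham replicate 1) for interferon response. It was 0.333 to 0.724 for hypoxia, 0.222 to 0.485 for shear response, 0.493 to 0.857 for endothelial activation and 0.493 to 0.988 for dissociation stress, which changed direction without sham replicate 1 (0.797) and without Glenn replicate 1 (0.988).

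For class shares, leaving out a library left 0 to 0 past the exact permutation test. The endothelial difference ran from -2.56 to 0.26 points (sham replicate 2 left out), the mesothelial-like from -0.235 to 0.0108 (Glenn replicate 2) and the smooth muscle-like from -1.21 (Glenn replicate 3) to 1.10. Of the subtype shares 0 to 3 passed. With 3 sham against 4 Glenn libraries there are 35 assignments. An exact permutation p of 0.0286 was still reached for some subcluster shares with a library left out. The smaller number of assignments therefore did not by itself raise the smallest p that could be reached, and it does not show why shares were lost. The cycling difference ran from 0.552 (Glenn replicate 2 left out) to 1.29 points (Glenn replicate 1).

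Among these genes, calls were lost in 3 of 192 values with DESeq2, 26 of 186 with limma-voom, 35 of 186 with the library set as a term, 21 of 150 with equal cells, 12 of 185 with doublets kept and 206 of 1550 with a library left out. No call was lost with relative log expression factors (0 of 186) or with mixed subclusters kept (0 of 47). No alternative run lost a call of such a gene in all cells, general capillary-like, aerocyte-like, arterial-like, venous-like or NK cell-like cells. In alveolar type 2-like cells 59 of 179 values were lost, in dendritic cell-like 50 of 180 and in neutrophil-like cells 78 of 130. Fewer changes could be called in some small classes. Of 200 changes simulated in each, 57.5% were recovered in mesothelial-like, 71% in alveolar type 1-like, 72.5% in neutrophil-like and 74% in lymphatic-like cells, against 90% in endothelial cells. At equal depth these classes held 220550, 149428, 57798 and 131947 UMIs per library, against 3140098.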

Other observations

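In this part the tests of free RNA from other cells on the endothelial count, and of the mix of clusters in the monocyte and fibroblast classes, were planned before their results were seen. The tests of subtype and subcluster mix, depth, the library set and dissociation stress on the endothelial count, of enriched genes in other classes and in alveolar type 1-like cells, of further clusters and of depth in the monocyte class, of Vegfa, of the library sets and of other splits of the libraries were chosen after the result was seen.

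The number of genes called in endothelial cells was weighed against 6 technical explanations, of which 4 are argued against as the whole cause. Free RNA from other cells was bounded with 63 markers of other classes, whose level in endothelial cells was 2.29% (median) and 30.3% (90th percentile) of that in their own class. With the 90th percentile as the bound, 97.9% of the calls changed by more than free RNA could give. A shift in subtype mix would leave the genes unchanged within a subtype, but 69.95% of 3025 calls were also called in general capillary-like cells with the same sign. At equal total UMIs 3008 genes were called, and with the library set as a term 3031. No other split of the libraries gave as many calls (1 of 35, with at most 1 call in another split), which argues against chance. A rank of 1 in 35 is the most extreme possible and does not by itself exclude chance. The other 2 explanations stay open. General capillary-like cells are themselves made of subclusters whose shares moved, among them subcluster 9. Inside the largest, subcluster 2, 1333 genes were called, and of 2415 endothelial calls tested there 46.67% were called with the same sign and 96.4% had the same sign. A shift in the mix of these subclusters would not by itself give calls inside 1 of them, but how much it adds to the other calls cannot be told. Dissociation stress stays open too, since its list did not pass (adjusted p 0.705) but holds members called in both directions, which decides nothing. A response of the endothelium to the altered blood supply stays as a hypothesis, found and tested on the same data.

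Chance is also argued against for the counts in all cells, general capillary-like, aerocyte-like, arterial-like, venous-like, lymphatic-like, alveolar type 1-like and alveolar type 2-like cells. The same holds for fibroblast-like, monocyte or interstitial macrophage-like, neutrophil-like and smooth muscle-like cells. It holds too for the camera p of the BMP9 and ALK1 list and of the tip cell list. In each, the observed split was the only 1 of 35 with as large a result. This rank is the most extreme possible and was not adjusted over the comparisons, so that it does not exclude chance. The margin was small in neutrophil-like (7 calls against at most 2 in another split) and alveolar type 2-like cells (11 against 5). The test did not argue against chance for the counts in B cell-like (2 of 35 splits), dendritic cell-like (2), T cell-like (5) and NK cell-like cells (6). Nor did it for the proliferation list (10) or for the number of lists (10), of which other splits passed a median of 1.5. In alveolar macrophage-like and mesothelial-like cells the test cannot decide, since with 0 genes called every split has as many.

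Vegfa fell by 3.59 in endothelial cells. Free RNA from alveolar type 1-like cells, where its level was highest, is argued against, since its change there was -0.40 (adjusted p 0.404) and it would need to fall as far. In fibroblast-like cells it changed by 0.12, in lymphatic-like cells by 0.25 and in the sums of all cells by -0.04. A fall within blood endothelial cells may be the source.

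Genes called outside the endothelium included some that endothelial cells held at 5 times the CPM or more: 143 of 1429 calls in 10 classes. Outside the monocyte class, 43 of 45 such calls (95.6%) had the sign of the endothelial change, against 67% of the 318 other calls of these classes that were tested in endothelial cells. Free RNA or doublets from endothelial cells may therefore explain these calls, among them Plvap in B cell-like, T cell-like, neutrophil-like and fibroblast-like cells and Igfbp3 in B cell-like cells. The minimum of 5 times leaves out most calls of alveolar type 1-like cells, 2 of 47 being at or over it. There 43 of 47 calls had more CPM in endothelial cells, and all 43 had the endothelial sign, so that the same source may explain these calls too. A response common to both cell types stays open. With a minimum of 3 times, 81 of 86 calls outside the monocyte class (94.2%) had the endothelial sign, against 63.2% of 277 under it. In the monocyte class 65 of 98 had that sign (66.3%), and of 77 called in both, 23 had the opposite sign. This argues against endothelial cells as the source for the class as a whole. Sources other than endothelial cells were not examined. Among these are fibroblast-like cells, whose share was higher in every Glenn than in every sham library.

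In monocyte or interstitial macrophage-like cells, a shift in the mix of clusters was tested in the largest cluster. There 5 genes were called, and 0.618% of the 647 class calls tested were called with the same sign, although 82.8% had the same sign. In cluster 6, chosen later, 6 genes were called and 88.6% of 710 had the same sign. In cluster 3 it was 41 genes, with 67.6% of 849. The class thinned to the total UMIs of its largest cluster gave 461 calls, and 1 random draw of as many cells per library as that cluster holds gave 536, so that fewer UMIs or cells account for part of the drop from 995 but not for all of it. A shift in mix may explain many of the 995 calls, and a smaller change within clusters stays open. In fibroblast-like cells 77.5% of 209 class calls were also called with the same sign in the largest cluster, and 100% had the same sign, which argues against a shift in mix as the whole cause there.

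The libraries also fell into sets that cross the groups, with sham replicates 1, 2 and 4 and Glenn replicate 1 on 1 side. In 7 of the 9 classes where a split other than that by surgery called 6 or more genes, it was this split that called the most, for example 46 genes in B cell-like, 32 in NK cell-like, 31 in T cell-like and 29 in fibroblast-like cells. It was found from these data and no label names it. In B cell-like cells Rpl32 was 1513, 1643, 911.7 and 1011 CPM in these libraries and 2236, 2434, 1916 and 2390 in the others, though counts of ribosomal protein genes are uncertain. The mix of cells within a class is argued against, since the difference between the sets correlated between B cell-like and fibroblast-like cells (r 0.409, rho 0.336, across 7569 genes, which are not independent replicates). In total UMIs 3 of the 4 libraries of the second set lay below every library of the first. Depth is nonetheless argued against, since with the libraries of each class thinned to equal total UMIs this split called 184 genes summed over the classes, against 184 before thinning, for example 45 in B cell-like and 29 in fibroblast-like cells. A difference in handling of the libraries is a candidate cause that no label allows to be tested, and the set and the surgery overlap in 6 of 8 libraries.

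Some values belong to no comparison. Hbb was at 856 CPM in Glenn replicate 2 and at 15.6 to 120 CPM in the other libraries. Rag1 had 343 UMIs and Dntt 297 in sham replicate 1, where cluster 41, led by these genes, held 0.786% of cells (82 cells over all libraries). Ddx3y had 3 UMIs in Glenn replicate 3 and 0 in the other libraries. Cells without a class name made up 5.78 ± 0.888% in sham and 7.49 ± 0.893% in Glenn libraries (exact permutation p = 0.0571), and mixed endothelial subclusters 1.55 ± 0.494% and 1.63 ± 0.179%.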
